# CD109 Plays a Role in Osteoclastogenesis

**DOI:** 10.1371/journal.pone.0061213

**Published:** 2013-04-12

**Authors:** Yongqiang Wang, Maayan Inger, Hongwei Jiang, Howard Tenenbaum, Michael Glogauer

## Abstract

Osteoclasts are large multinucleated cells that arise from the fusion of cells from the monocyte/macrophage lineage. Osteoclastogenesis is mediated by macrophage colony-stimulating factor (M-CSF) and receptor activator of nuclear factor-kB ligand (RANKL) and involves a complex multistep process that requires numerous other elements, many of which remain undefined. The primary aim of this project was to identify novel factors which regulate osteoclastogenesis. To carry out this investigation, microarray analysis was performed comparing two pre-osteoclast cell lines generated from RAW264.7 macrophages: one that has the capacity to fuse forming large multinucleated cells and one that does not fuse. It was found that CD109 was up-regulated by>17-fold in the osteoclast forming cell line when compared to the cell line that does not fuse, at day 2 of the differentiation process. Results obtained with microarray were confirmed by RT-qPCR and Western blot analyses in the two cell lines, in the parental RAW264.7 cell line, as well as primary murine monocytes from bone marrow. A significant increase of CD109 mRNA and protein expression during osteoclastogenesis occurred in all tested cell types. In order to characterize the role of CD109 in osteoclastogenesis, CD109 stable knockdown cell lines were established and fusion of osteoclast precursors into osteoclasts was assessed. It was found that CD109 knockdown cell lines were less capable of forming large multinucleated osteoclasts. It has been shown here that CD109 is expressed in monocytes undergoing RANKL-induced osteoclastogenesis. Moreover, when CD109 expression is suppressed *in vitro*, osteoclast formation decreases. This suggests that CD109 might be an important regulator of osteoclastogenesis. Further research is needed in order to characterize the role played by CD109 in regulation of osteoclast differentiation.

## Introduction

Osteoclasts are large multinucleated cells [1], [2], [3] that play an essential role in the extracellular resorption of mineral and organic bone matrix components and regulation of calcium influx in the body [4]. These cells also participate in the pathogenesis of chronic osteolytic diseases such as periodontitis, osteoporosis and rheumatoid arthritis [5], [6]. Osteoclasts arise in the bone marrow from the fusion of hematopoietic cells of a monocyte/macrophage lineage after stimulation by macrophage colony-stimulating factor (M-CSF) and receptor activator of nuclear factor-kB ligand (RANKL) [1], [2], [3], [7]. This process, osteoclastogenesis (OCG), involves the participation and interaction of several biomolecules/cytokines such as IL-1, IL-6, MCP-1, TNF-α, TGF-β, OPG, vitronection, β-integrins, CD44, CD200, DC-STAMP, Sirpα, Tetraspanins, ATP6v0d2, OC-STAMP, TRAF6 and TGF-β [1], [8], [9], [10], [11], [12]. However, there are likely other molecules that play an integral role in OCG that have yet to be identified.

Data from microarray analysis carried out in this laboratory revealed that CD109 is upregulated in the fusing osteoclasts. This novel protein, CD109, is a glycosyl-phosphatidylinositol (GPI)-anchored protein of approximately 170 kDa that belongs to the α2-macroglobulin/C3, C4, C5 family of thioester-containing proteins [13], [14]. It has been found to be expressed in activated platelets and T cells, endothelial cells, leukemic megakaryoblasts, and a subpopulation of CD34 expressing cells [13], [14], [15], [16], [17]. CD109 has been identified as a co-receptor for TGF-β and when it binds to the TGF-β1 subtype, a heteromeric complex is formed with its receptors [18], [19]. The high affinity that CD109 has for the TGF-β receptors, inhibits TGF-β signaling independent of ligand sequestration inducing TGF-β receptor compartmentalization and internalization into caveolae [18], [20]. Several studies have shown that human cells overexpressing CD109 exhibited enhanced proliferation compared with control cells and therefore this molecule is known to be involved in tumourigenesis [21]. In relation to this, it is known that the gene for CD109 is mutated in colorectal cancer [22] and its expression is altered in many other types of malignancies [20], [21], [23], [24], [25], [26], [27], [28] and even in psoriasis [29].

However, to date there are no reports in the literature regarding the expression of CD109 in the monocyte/macrophage lineage or active osteoclasts while its role in osteoclast formation and/or function has not been identified. Therefore, the aim of this study is to describe the role of CD109 in osteoclast formation.

## Materials and Methods

### Establishment of osteoclastogenic cell lines

BglII and EcoRI (underlined) flanked Lifeact-mEGFP was amplified by using a primer pair 5′-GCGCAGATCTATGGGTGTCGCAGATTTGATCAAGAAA-3′and 5′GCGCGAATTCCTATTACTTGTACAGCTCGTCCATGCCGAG-3′. pmEGFP-N1-Lifeact was used as the template. The resulting PCR product was digested with BglII and EcoRI and ligated into the corresponding sites of a retroviral vector pMSCVpuro. The construct and the packaging plasmid pVSV-G were co-transfected into GP-293 cells using FuGENE HD® transfection reagent (Roche Diagnostics GmBH, Mannheim, Germany). The resulting viruses were transformed into RAW264.7 cells (ATCC no: TIB-71, Passage 6) and individual puromycin (final concentration 7 µg/mL) (Sigma-Aldrich, St. Louis, MO, USA) resistant clones were picked up using a standard limiting dilution method. Two different cell lines were established and were named H10 and C8 according to their osteoclastogenic capacity.

### Osteoclast differentiation and TRACP staining

Osteoclastogenesis (OCG) was initiated by plating 5×104 H10 and C8 cells separately in 12-well Falcon® plates, with each well containing a 18CIR Fisherbrand cover glass. The cells were incubated in 2 mL of Dulbecco' Modified Eagle Medium (DMEM, Life Technologies, Grand Island, NY, USA) supplemented with 10% Fetal Bovine Serum (FBS) and antibiotics (164 IU/mL of penicillin G, 50 µg/mL of gentamicin, and 0.25 µg/mL of fungizone) (complete medium). Soluble recombinant RANKL (sRANKL), purified with Glutathione Sepharose 4B resin (GE Healthcare, Piscataway, NJ, USA) from E. Coli BL21(DE3) (Agilent Technologies, La Jolla, CA, USA) transformed with pGEX-4T-1-sRANKL, was added once the cells were placed in the dishes (final concentration 60 ng/mL). Cells were cultured for 4 days, with a change of cell culture medium and sRANKL supplementation on the second day of incubation. At day 4, cells were gently washed twice with pre-warmed PBS (phosphate buffered saline), fixed with 4% paraformaldehyde (PFA) and stained for tartrate-resistant acid phosphatase (TRACP), which is considered a chemical marker of osteoclasts [30], [31]. Briefly, the fixed cells were incubated in a solution of naphthol AS-TR phosphate disodium salt and fast red TR salt (Sigma-Aldrich) in 0.2 M acetate buffer (pH 5.2) containing 100 mM sodium tartrate (Sigma-Aldrich) for 15 min at 37°C. TRACP-stained cells were washed twice with PBS, counterstained with DAPI (diamidino-2-phenylindole, Fluka, Buchs, Switzerland; 0.165 µM in PBS containing 0.1% Triton® X-100) for 10 min and viewed with a Nikon Elipse E1000 microscope.

### Microarray

H10 and C8 cells were plated for two days in 60-mm Falcon®tissue culture dishes at a density of 0.5 × 10^6^ cells/dish in the complete DMEM containing sRANKL (60 ng/mL). Following two days of culture, total RNA was extracted (Qiagen RNeasy Mini kit, Germantown, MD, USA) and the concentration was measured (NanoDrop 1000 Spectrophotometer, Thermo Scientific, Wilmington, DE, USA). Samples were submitted to the Centre for Applied Genomics at Sick Children's Hospital (Toronto, ON, Canada), where RNA quality was examined (Agilent BioAnalyzer) and microarray analysis was performed using the Mouse Gene 1.0 ST array (Affymetrix).

#### Microarray data analysis

Raw data were normalized using a robust multi-array average (RMA) algorithm [32]. In order to identify genes that were expressed differentially, LIMMA (linear models for microarray data) was used [33]. This test is similar to an ANOVA except that the residual standard deviations are moderated across genes to ensure more stable inference for each gene. Genes with false discovery rate (FDR) equal to *p<0.05* and fold change ≥5 were selected as having been up or down-regulated enough to be considered as representing true changes in gene expression. The microarray data has been reported at the Gene Expression Omnibus website and it can be found with the following accession number: GSE43811.

### Validation experiments

#### Isolation of murine bone marrow monocytes and in vitro osteoclastogenesis

Bone marrow-derived osteoclast progenitors or bone marrow monocytes (BMMs) were isolated from 6–12 week old wildtype (WT) mice (SV129/BL6). Mice were sacrificed via carbon dioxide asphyxiation, and the tibia and femora were removed aseptically and dissected free of adherent soft tissue inside a laminar air flow bio-safety cabinet. Bone ends were cut, and the marrow space was flushed out using a sterile 26-gauge needle with Minimum Essential Medium Alpha (α-MEM) (Life Technologies, Grand Island, NY, USA). The flushed marrow was passed through a 20-gauge needle until a homogenous single cell suspension was created. To remove stromal cells and fibroblasts present in the marrow cell suspension, cells were cultured overnight in the complete α-MEM. Non-adherent cells were harvested and cultured for two days in the complete α-MEM supplemented with 20 ng/mL M-CSF (Sigma-Aldrich). Adherent BMMs were harvested with a cell scraper and counted by using a Z1 Coulter Particle Counter (Coulter Electronics, Hialeah, FL, USA). Osteoclastogenesis was induced by seeding the cells (0.5 × 10^6^ cells/dish) in 60-mm Falcon®tissue culture dishes and incubated at 37°C in a humidified atmosphere of 5% CO2 in air.

Bone marrow cells isolation from mice was performed in accordance with the Guide for the Humane Use and Care of Laboratory Animals and the protocol used in this study was approved by the University of Toronto Animal Care Committee.

#### RT-qPCR analysis

At days 0 through 4 or 8 of OCG, total RNA was extracted from RAW264.7 and bone marrow cell cultures (Qiagen RNeasy Mini kit, Germantown, MD, USA). Total RNA (500 ng) was reverse transcribed into cDNA using Superscript II (Invitrogen Life Technologies, Carlsbad, CA, USA) and Oligo-dT18VN primer (ACGT Corp., Toronto, Ontario, Canada). RT-qPCR primer sequences were obtained from the Harvard Medical School Primerbank (Table 1). A 1: 10 cDNA dilution was used for all reactions. Real-time quantitative reverse transcription PCR (RT-qPCR) was performed in 20 µL reactions containing 5 µL of diluted cDNA, 0.4 µL sense and anti-sense primers (stock concentration 5 µM), 10 µL of SsoFast EvaGreen Supermix (Bio-Rad, Hercules, CA, USA) and 4.2 µL DNase/RNase-free H2O using the BioRad CFX96 Real-time System. Each reaction was done in triplicates. PCR conditions were as follows: the enzyme was activated for 30 seconds, initial denaturation was carried out at 95°C for 5 seconds, annealing and extension temperature was set at 60°C for 5 seconds. After 40 cycles, the melting curves of PCR amplicons were obtained with temperature 95°C for 5 seconds, 65°C for 5 seconds, and ranging from 65°C to 95°C with a 0.5°C increase in temperature every 5 seconds. Data were normalized with internal GAPDH and represented as fold-change to day 0, or directly expressed as 2-ΔΔCT [34]. As shown previously, expression of GAPDH did not change under these experimental conditions and could therefore be considered as being usable for normalization of mRNA expression for other genes.

**Table 1:** RT-qPCR Primer sequences.

Gene	Primer sequences		Amplicon size (bp)
GAPDH	Sense (S)	5′-CCTTCCGTGTTCCTACCCC-3′	131
	Anti-sense (AS)	5′-GCCCAAGATGCCCTTCAGT-3′	
CD109	S	5′-TCCCGCTTTCTGGTGACAG-3′	71
	AS	5′-AGGAGATCCACCCCAATAGTC-3′	
Trim30	S	5′-CCACAATTCCAGTATCCTGGTC-3′	83
	AS	5′-GAGTGCCAGCTTTCCGATCC-3′	
Usp18	S	5′-TGCCTCGGAGTGCAGAAGA-3′	206
	AS	5′-CGTGATCTGGTCCTTAGTCAGG-3′	
Lgals9	S	5′-TTACTGGACCAATCCAAGGAGG-3′	105
	AS	5′-AGCTGTTCTGAAAGTTCACCAC-3′	
Irf7	S	5′-TCCAGTTGATCCGCATAAGGT-3′	80
	AS	5′-CTTCCCTATTTTCCGTGGCTG-3′	
Serpinb9	S	5′-GGATGAGTTGCCAGCTAGATTG-3′	161
	AS	5′-TGGACCACATAATGTCTGGTTTG-3′	
Il7r	S	5′-GCGGACGATCACTCCTTCTG-3′	144
	AS	5′-GCATTTCACTCGTAAAAGAGCCC-3′	
Parp14	S	5′-AGCAGTGGATCAGAAAAGACAG-3′	107
	AS	5′- GTCAGCACCATCTCGGATACT-3′	

In order to compare CD109 mRNA expression in different cell lines at the same osteoclast differentiation time-point, H10 and C8 cells (0.25×10^6^ cells/dish) were stimulated with 60 ng/mL sRANKL in the complete DMEM for 4 days in 60-mm Falcon®tissue culture dishes. The medium was changed at day 2 of cell differentiation process. Unstimulated, parallel cultured original RAW264.7 cells were used as the control. Total RNA was extracted every day. Reverse transcription reactions were performed using 1 µg total RNA as the template. RT-qPCR was conducted using methods described above.

#### Western blotting

To evaluate CD109 expression in different stages of osteoclast differentiation at the protein level, freshly isolated BMMs, RAW264.7, H10 and C8 cells were cultured for various days in the complete α-MEM (BMMs) or DMEM (RAW264.7 and its cell lines) containing sRANKL (and M-CSF in the case of BMMs) as described previously. Subsequently, cells were lysed with 200 µL of pre-cooled RIPA buffer (Sigma-Aldrich) supplemented with 1 mM phenylmethylsulfonyl fluoride (PMSF) and 1× protease inhibitor (BD Pharmingen™ Mississauga, ON, Canada) on ice for 5 min and then collected by cell scraping. Cell lysates were centrifuged for 5 min at maximum speed at 4°C to remove cell debris. Protein concentrations were measured using the BCA protein assay kit (Pierce, Rockford, IL, USA). Equal amount of samples were boiled in 1× Laemmli sample buffer for 10 min and reserved for subsequent Western blotting. Samples were subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis using a 7.5% polyacrylamide gel, transferred onto nitrocellulose membrane (GE Healthcare) for immunoblotting. The following antibodies were used: goat polyclonal IgG anti-mouse CD109 (S-20, Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA; 1: 200) followed by horseradish peroxidase (HRP)–conjugated donkey anti-goat IgG (Santa Cruz Biotechnology Inc., 1: 2,000). Both primary and secondary antibodies used for Western blotting were diluted in Tris-buffered saline plus 0.05% v/v Tween-20 (TBS-T) with 5% milk. Immunoreactive protein was detected using chemiluminescence with ECL Plus (GE Healthcare) on exposure to Bioflex MSI film (Clonex, Markham, ON, Canada). Band intensities on scanned films were quantified by densitometry using ImageJ Version 1.41 software and normalized against β-actin levels used as internal loading controls. Primary and secondary antibodies used for the detection of β-actin were monoclonal anti-β-actin (Clone AC-74, Sigma-Aldrich, 1: 8,000) and HRP-linked sheep anti-mouse IgG (Amersham Pharmacia Biotech Ltd., Oakville, ON, Canada; 1: 8,000), respectively.

### Retroviral transduction and characterization of CD109 knockdown macrophage cell lines

A retroviral vector expressing four different small hairpin RNA (shRNA) reagents targeting mouse CD109 driven by the U6 promoter was purchased from OriGene (TG507140, Rockville, MD, USA). The same vector expressing a scrambled sequence (TR30013) was used as the control. The shRNA sequences are shown in Table 2.

**Table 2:** shRNA constructs.

Target	Sequence code	Cell line	Sequence
CD109	GI5044**94**	**94**	5′-TAAGAGATAGCATTGATGAAGTCTACGAT-3′
	GI5044**96**	**96**	5′-TGGTTCCTCCATCAATGGCTTATCTTCAC-3′
	GI5044**97**	**97**	5′-CTATGAACCAAGGAGACAGGCAGTGCGAA-3′
	GI3220**99**	**99**	5′-CCATCTCTCAACTTCACAGCCACTGTGAA-3′
Scrambled shRNA cassette	TR300**13**	**13**	5′-GCACTACCAGAGCTAACTCAGATAGTACT-3′

GP-293 pantrophic packaging cells were plated onto 6-well Falcon®tissue culture plates and cultured in complete DMEM until 40% confluence was reached. The cells were co-transfected with 2 µg shRNA retroviral constructs (CD109 shRNA) as well as 2 µg of the pVSV-G envelope protein-packaging vector using FuGENE HD®transfection reagent. The transfected GP-293 cells were incubated at 37°C for three days, then the virus-containing supernatant was harvested and spun free of cells. The viral supernatant was treated with 65 U/mL of benzonase (Sigma-Aldrich) to degrade residual cellular DNA for 30 min at room temperature. The viral supernatant was passed through a Millex-HA, 0.45 µm syringe driven filter unit, and then used to infect RAW264.7 macrophages. Infected RAW264.7 macrophages were incubated for three days at 37°C. The medium in the dishes was replaced with complete DMEM containing 7 µg/mL of puromycin (Sigma-Aldrich) for cell selection and then cultured for another 2 days. CD109 expression in terms of protein level was examined by Western blot analysis. The two CD109 knockdown cell lines with the lowest CD109 protein level were used for further experiments. Cells expressing non-effective shRNA effects (i.e. no reduction in expression of CD109) and the cells transfected with the empty vector pGFP-V-RS were used for control purposes.

*In vitro* assays of OCG were performed in the knockdown cells as described above. The number of fused nuclei in ten random microscopic fields (20×) was examined manually. A fusion index (FI, #nuclei in the multinucleated osteoclasts/total nuclei per 10 microscopic fields × 100) was calculated for all cell lines. TRACP positive cells with three or more nuclei were judged as multinucleated osteoclasts.

### Statistical analysis

Each experiment was performed in triplicates unless stated otherwise. Statistical analysis was performed using the non-parametric test, the independent-sample Kruskal-Wallis test, due to the small sample size, and a *p*-value of less than 0.05 was considered statistically significant. To compare different cell lines at different time points, a comparison of means was performed and a *p*-value of less than 0.05 was also considered statistically significant. All statistical analyses were performed with the SPSS 12.0 statistics package (SPSS, Chicago, IL, USA).

## Results

### Difference in osteoclast fusion found in established cell lines

Two different cell lines were derived from the Lifeact-mEGFP stable transfected RAW264.7 cells. The resulting cell lines had different abilities to form osteoclasts in the presence of sRANKL. After culturing these cells for 4 days with sRANKL under the same conditions, TRACP and DAPI staining showed that one of the cell lines, referred to as H10, fused forming large multinucleated osteoclasts while the other cell line, C8, did not fuse, and so no OCG was observed (Fig. 1). Interestingly, despite the fact that both the H10 and C8 cell lines were derived from a highly osteoclastogenic cell line, RAW264.7 cells, the C8 cell line did not retain the ability to form osteoclasts while H10 cells fused forming large multinucleated osteoclasts. This gave the opportunity to determine the basic molecular differences between these two new cell lines that might explain their disparate abilities to undergo OCG.

**Figure 1:**
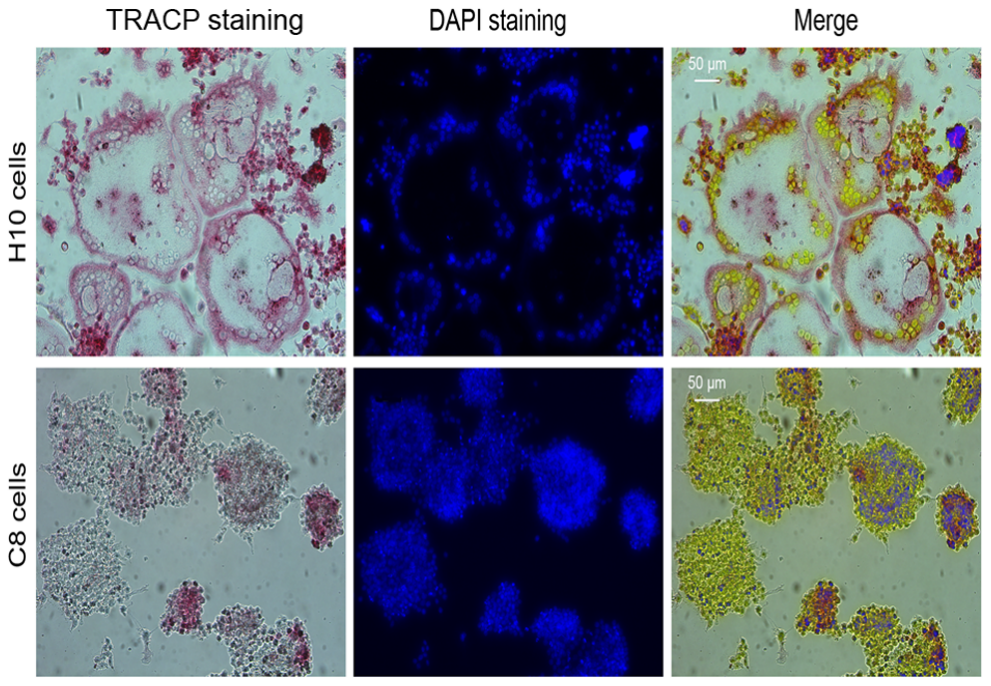
Osteoclast formation potential of H10 cells *vs.* C8 cells. Photomicrograph of TRACP and DAPI stained osteoclasts derived from H10 and C8 cells after 4 days in culture with sRANKL. H10 cells were able to fuse formed large TRACP positive multinucleated cells (FI>60%) while C8 cells did not fuse at all (FI = 0%).

### Microarray analysis results

Gene expression microarray is an innovative technology that allows the examination and measurement of expression of thousands of genes at a time. [35], [36], [37], [38]. It consists of a number of probes (single stranded cDNA oligonucleotides) containing small amounts of cDNA of a complementary sequence to the mRNA molecule of the gene that it is targeting. The fluorescence level of the dye shows the level at which tagged mRNA molecules hybridize to their complementary probes. When examining this with a scanner, relevant data such as the level of fluorescence of each spot and the level of background noise can be output in a text file and subsequently analyzed [35].

In order to evaluate the genetic differences between H10 and C8 cells, both having been derived from RAW264.7 cells, a microarray analysis was performed by extracting total RNA from both derived cell lines. Total RNA was obtained during the early phase of RANKL-induced OCG (day 2 of culture). 

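Gene expression was measured on 3 arrays of H10 cells, the RAW264.7-derived line that fused into multinucleated osteoclasts, and on 3 arrays of C8 cells, the RAW264.7-derived line that did not fuse. Both lines had been cultured for 2 days with sRANKL at 60 ng/mL. Each array gave a value for 35545 features, of which 21781 were annotated with 1 gene symbol and stood for 19930 genes. The values were log2 values that the authors had normalized with RMA, and the submitters' processing notes name Affymetrix Expression Console. They were used as deposited, with no filter and no further normalization. The median log2 value was 7.69 to 7.72 on the H10 arrays and 7.65 to 7.74 on the C8 arrays. The SD of the difference between 2 arrays, over all features, was 0.20 to 0.29 within a line and 0.30 to 0.34 between the lines. Pearson's r across features, which are not independent replicates, was 0.993 to 0.997 within a line and 0.990 to 0.992 between the lines. The lines were compared feature by feature with limma, two-sided, with the Benjamini-Hochberg adjustment over all features. A gene with several features was represented by the one with the highest mean value. Log2 fold changes are given as H10 minus C8, so that positive values are higher in H10 cells. The paper states in general that experiments were done in triplicate. Neither it nor the labels say whether the 3 arrays of a line came from separate cultures. The p-values therefore measure the spread between these arrays, which may be technical, and the number of arrays limits the precision. By the paper's methods the lines came from puromycin-resistant clones picked by limiting dilution, so each phenotype rests on 1 line. Differences between H10 and C8 cells therefore cannot be tied to fusion capacity apart from other differences between the lines.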

After analyzing the microarray data under the parameters described above, 42 genes were found to be up-regulated in H10 cells as compared to gene expression demonstrated with C8 cells. 

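Many of the largest rises in H10 cells were in genes that interferons induce. Of 41 genes that were higher in H10 than in C8 cells by 5-fold or more at an adjusted p under 0.05 from limma, 14 were in a list of interferon-stimulated genes, which act in antiviral defence. The largest rises among genes that the paper does not name were those of Ifi44l, with a log2 fold change of 4.79 (standard error 0.45, adjusted p = 0.00506), and of Ifi202b, a member of the interferon-inducible p200 family, with 4.70 (standard error 0.21, adjusted p = 0.000455). Rtp4, another gene induced by interferon, rose by 3.84 (standard error 0.13, adjusted p = 0.000138). By the same fold and adjusted p, 2 genes were lower in H10 cells, Zfp991, which encodes a zinc finger protein, with a log2 fold change of -2.79 (standard error 0.24, adjusted p = 0.00386), and Npl, an enzyme that breaks down sialic acid, with -2.63 (standard error 0.09, adjusted p = 0.000138). Zfp991 had a mean log2 value of 4.81 in H10 cells, under the lower quartile of each H10 array (6.38 to 6.44). Background was not measured, so the size of its fall is uncertain. The sizes of the rises of Ifi44l and Ifi202b are uncertain too. Their means in C8 cells were 6.47 and 6.38, under the median of each C8 array (7.65 to 7.74). The log2 value of Npl was 9.65 ± 0.10 (SD, n = 3) in H10 cells and 12.29 ± 0.13 (SD, n = 3) in C8 cells. Among genes that the paper does not name, the next largest rises were in Oasl2, a relative of the oligoadenylate synthetases, Ifi27l2a, Phf11d, Ifi203, the protease inhibitor gene Serpinb9b and the synaptotagmin gene Syt5, with log2 fold changes of 3.39, 3.08, 3.03, 2.92, 2.91 and 2.84. Of 41 interferon-stimulated genes measured, 35 rose, 0 fell and 6 did not pass the test (40 rose and 0 fell when adjusted over the list alone; 40 and 0 at an unadjusted p under 0.05). Their median log2 fold change was 1.85, and the set test had an adjusted p = 1.49e-75 with a preset correlation in camera and an adjusted p = 0.141 with an estimated correlation. The study named 5 of these genes from the same arrays, so they are not independent evidence of the direction; of the 36 others, 30 rose. For each of the 14 list members that were higher by 5-fold or more, H10 replicate 1 was the lowest H10 array. The log2 values of Oasl2 were 10, 11.43 and 11.09 on the H10 arrays and 7.52, 7.34 and 7.5 on the C8 arrays. Mx2 and Cxcl10 had log2 fold changes of 1.63 (adjusted p = 0.0826) and 1.04 (adjusted p = 0.106). With no limit on the fold, 369 genes were higher in H10 cells, with a median log2 fold change of 0.91, and 208 were lower, with a median of -0.55. The count of 369 was 187 without H10 replicate 2, 152 without H10 replicate 3, 159 without C8 replicate 2 and 174 without C8 replicate 3, and the count of 208 was 95, 59 and 40 without H10 replicate 1, 2 and 3 and 126, 75 and 64 without C8 replicate 1, 2 and 3. With the replicate number fitted as a block, 225 genes were higher and 71 lower with no limit on the fold. A filter on dim features, which tests fewer features, gave 516 higher and 423 lower. Tested against a fold of 5 itself with TREAT, 1 gene was higher, Trim30a (adjusted p = 0.00888), and 0 were lower (23 and 2 at an unadjusted p under 0.05).

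**Figure D1:**
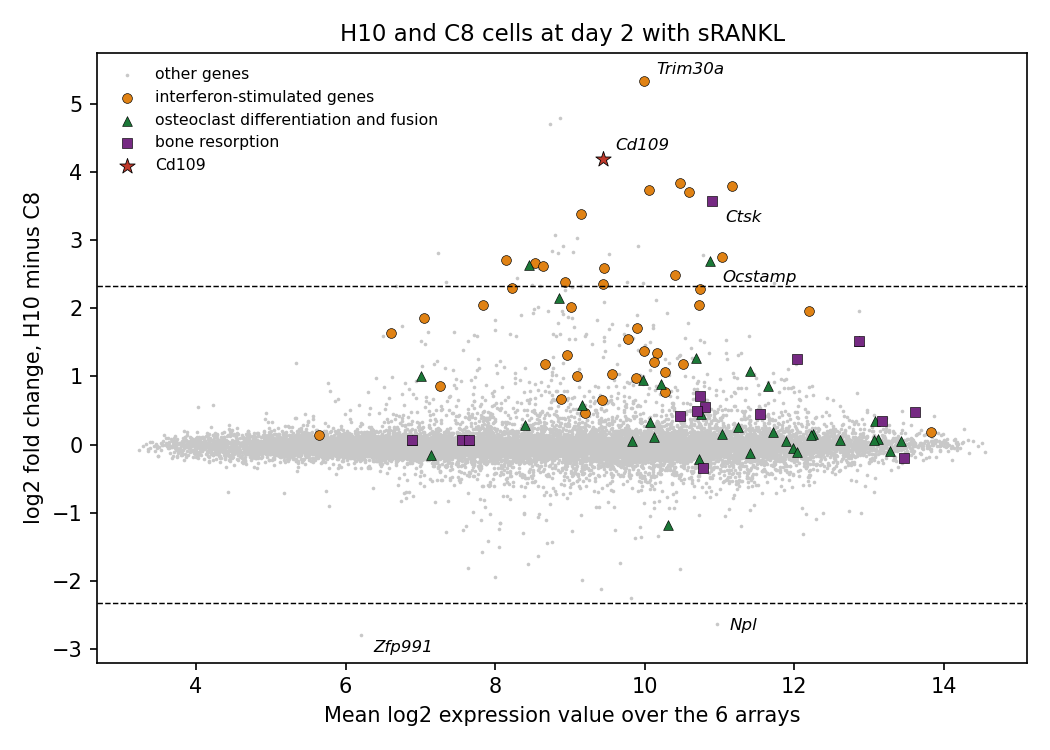
Log2 fold change of each gene, H10 minus C8, against its mean log2 value over the 6 arrays, with the members of 3 gene lists marked and dashed lines at a fold of 5 in each direction. Most genes lie near the median of -0.03, and 41 genes that passed the test lie above the upper line.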

Several genes involved in OCG and/or osteoclast function, such as cathepsin K, Prdm1, Tm7sf4 (DC-STAMP), OC-STAMP and Oscar were overexpressed quite robustly at least consistent with 11.87, 6.22, 2.40, 6.02, and 4.48-fold increases respectively. 

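Several genes of cell fusion and bone resorption were higher in H10 cells. Cathepsin K (Ctsk), the main collagen-degrading protease of osteoclasts, had a log2 value of 12.69 ± 0.19 (SD, n = 3) in H10 cells and 9.12 ± 0.14 (SD, n = 3) in C8 cells, an 11.8-fold difference (log2 fold change 3.57, standard error 0.12, adjusted p = 0.000138 from limma). OC-STAMP (Ocstamp), a membrane protein needed for fusion, had 12.22 ± 0.46 in H10 and 9.53 ± 0.78 in C8 cells, a 6.45-fold difference (log2 fold change 2.69, standard error 0.41, adjusted p = 0.0292). DC-STAMP (Dcstamp), another membrane protein of fusion, was 2.42-fold higher (log2 fold change 1.27, standard error 0.13, adjusted p = 0.00695). Prdm1, a repressor of genes that hold back OCG, was 6.20-fold higher (log2 fold change 2.63, standard error 0.16, adjusted p = 0.00119). Its mean in C8 cells was 7.14, under the median of each C8 array (7.65 to 7.74). Background was not measured, so the size of this rise is uncertain. Oscar, a receptor that co-stimulates OCG, was 4.44-fold higher (log2 fold change 2.15, standard error 0.18, adjusted p = 0.00342). Of 36 genes of osteoclast differentiation and fusion measured, 9 rose, 1 fell and 26 did not pass the test (12 rose and 1 fell when adjusted over the list alone). The set test had an adjusted p = 4.59e-11 with a preset correlation, and an adjusted p = 0.141 with an estimated correlation. The study named 4 of the genes that rose from these arrays, so they are not independent evidence; without them the adjusted p was 9.76e-07, and the adjusted p = 0.198 with an estimated correlation. Atp6v0d2, a proton pump subunit that also acts in fusion, rose by 1.52 on the log2 scale (adjusted p = 0.0103). The tetraspanin gene Cd81 fell by 1.18 (adjusted p = 0.00374). The log2 fold change was 0.14 for Nfatc1, the master transcription factor of OCG (adjusted p = 0.808), and 0.26 for Tnfrsf11a, which encodes RANK (adjusted p = 0.396). Of 15 bone resorption genes, 6 rose, 0 fell and 9 did not pass (10 rose and 0 fell when adjusted over the list alone; 10 and 0 at an unadjusted p under 0.05). These had an adjusted p = 1.76e-11 in the set test, and an adjusted p = 0.141 with an estimated correlation, and the study named 1 of them, Ctsk. Besides Ctsk and Atp6v0d2, the creatine kinase gene Ckb rose by 1.25 (adjusted p = 0.0113), and Car2, which encodes carbonic anhydrase II, and Mmp9 had log2 fold changes of -0.20 (adjusted p = 0.425) and -0.34 (adjusted p = 0.534). The rise of Ocstamp did not pass without H10 replicate 1, 2 or 3 or without C8 replicate 2 or 3 (adjusted p = 0.0652 to 0.122). Without 1 array, the same held for Atp6v0d2 (H10 replicate 3, adjusted p = 0.0586, or C8 replicate 3, adjusted p = 0.0515) and for Ckb (H10 replicate 2, adjusted p = 0.0553, or H10 replicate 3, adjusted p = 0.0573). Atp6v0d2 and Ckb also did not pass without the replicate 1 arrays of both lines (adjusted p = 0.0506 and 0.0555). That fit was chosen after seeing the data.

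**Figure D2:**
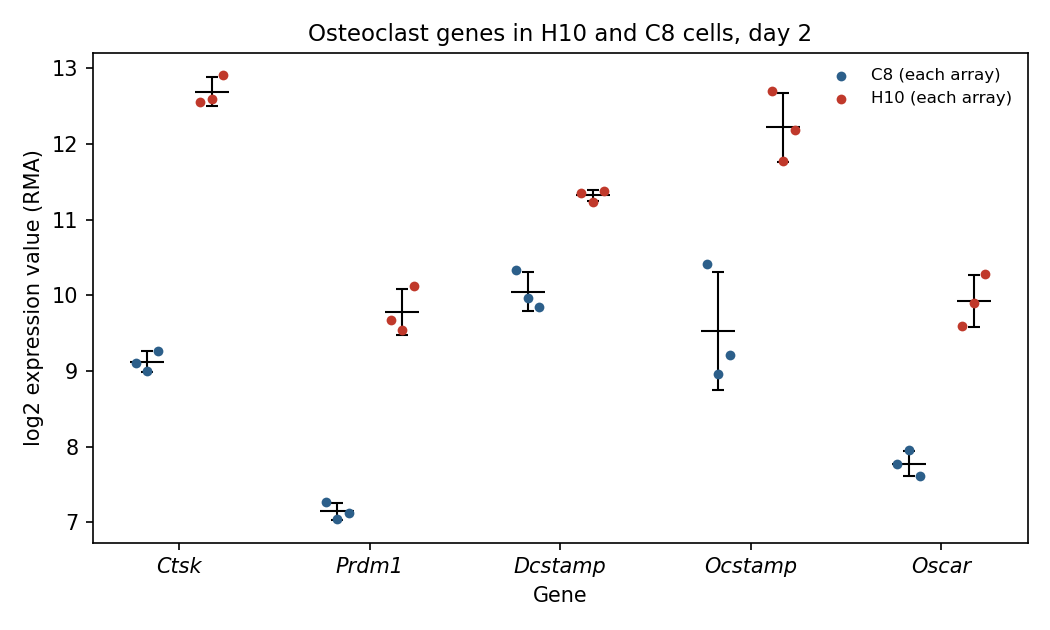
Log2 expression values of 5 osteoclast genes on each array of C8 and H10 cells, with the mean and SD of each line (n = 3). All 3 H10 arrays lie above all 3 C8 arrays for each of these genes.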

Other genes heretofore not known to play a role in OCG were also found to be up-regulated, such as Usp18, Trim30, Lgals9, Irf7, serpinb9, Il7r, Parp14 and CD109 by 14, 40, 13, 13, 5, 5, 5 and 17-fold, respectively (Fig. 2).

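CD109 (Cd109, feature 10587383), a GPI-anchored co-receptor of TGF-β, had a log2 value of 11.54 ± 0.16 (SD, n = 3) in H10 cells and 7.34 ± 0.52 (SD, n = 3) in C8 cells, an 18.3-fold difference (log2 fold change 4.19, standard error 0.25, adjusted p = 0.00119 from limma). Trim30 (Trim30a), which restrains inflammatory signalling from Toll-like receptors, had 12.66 ± 0.18 in H10 and 7.33 ± 0.32 in C8 cells, a 40.4-fold difference (log2 fold change 5.34, standard error 0.17, adjusted p = 0.000138). Usp18, a protease that removes ISG15 and dampens interferon signalling, was 13.8-fold higher (log2 fold change 3.79, standard error 0.22, adjusted p = 0.00119). Irf7, a transcription factor that drives interferon genes, was 13.1-fold higher (log2 fold change 3.71, standard error 0.19, adjusted p = 0.000639), and the galectin gene Lgals9 was 13.3-fold higher (log2 fold change 3.74, standard error 0.24, adjusted p = 0.0013). Serpinb9, an inhibitor of granzyme B, was 6.02-fold higher (log2 fold change 2.59, adjusted p = 0.0013), and whether its probes also read its paralog Serpinb9b was not tested. Parp14, an ADP-ribosyltransferase, was 5.24-fold higher (log2 fold change 2.39, adjusted p = 0.00281). Il7r, a chain of the interleukin-7 receptor, was 5.21-fold higher (log2 fold change 2.38, standard error 0.31, adjusted p = 0.0162). In C8 cells the means of Cd109, Trim30a, Serpinb9 and Il7r were 7.34, 7.33, 7.29 and 6.15. These means lie under the median of each C8 array (7.65 to 7.74). Background was not measured, so the sizes of these rises are uncertain. CD109 belongs to the family of α2-macroglobulin and complement proteins. Of 7 genes of this family measured, 1 rose, Cd109 itself, 0 fell and 6 did not pass the test (1 rose and 0 fell when adjusted over the list alone, as at an unadjusted p under 0.05). The family's median log2 fold change was -0.02 and its mean, of the other sign, 0.57, and the set test had an adjusted p = 0.426 in the upward direction. A2m and the complement gene C4b had log2 fold changes of -0.09 (adjusted p = 0.751) and -0.02 (adjusted p = 0.964). On chromosome 9 of GRCm38.p6, Cd109 lies just past the end of a stretch of 205 expressed genes whose median log2 fold change was -0.35, with 2 expressed genes between. Expressed here means brighter than the table median, which is not a test of expression. The nearest expressed neighbour of Cd109 on that side, Slc17a5, had a log2 fold change of 0.00. On the far side of Cd109, the expressed genes Cox7a2 and Tmem30a had log2 fold changes of -0.16 and -0.27. The stretch was bounded by a running median of 41 genes, so its end is not resolved to single genes. The rise of Il7r did not pass without H10 replicate 3 or without C8 replicate 1, 2 or 3 (adjusted p = 0.0578 to 0.0817). With the replicate number fitted as a block, this rise did not pass either (adjusted p = 0.0557). From these differences, the paper took the 8 genes, which it states were not known to act in OCG, on to RT-qPCR.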

**Figure 2:**
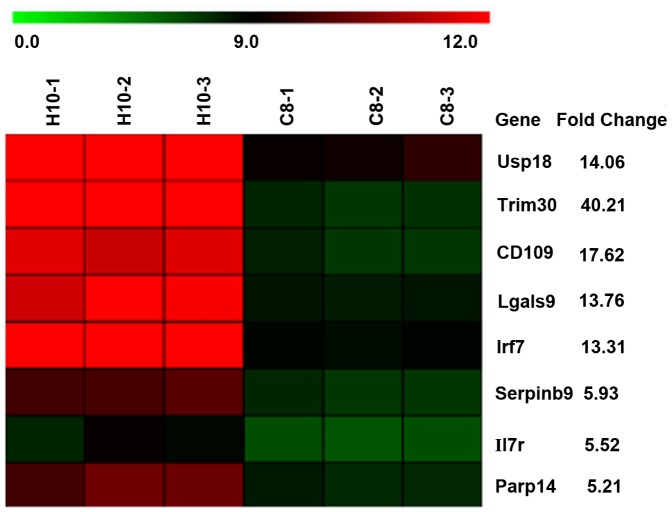
Heatmap of microarray analysis. Total RNA was extracted from H10 and C8 cells undergoing day 2 of RANKL-induced OCG. Microarray analysis was performed with an Affymetrix array and genes with a FDR of 0.01 and fold change over 5 were selected. Heatmap showing 8 randomly selected genes for RT-qPCR confirmation, that have not been reported to be involved in OCG.

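At the stricter FDR of 0.01 and a fold of 5 or more, 37 genes were higher in H10 cells and 2 were lower by limma. Of the 8 genes, Usp18, Trim30a, Lgals9, Irf7, Serpinb9, Parp14 and Cd109 were among the 37, and Il7r was not. The log2 values of Cd109 were 11.64, 11.35 and 11.62 on the H10 arrays and 7.94, 7.03 and 7.06 on the C8 arrays. For Trim30a they were 12.46, 12.82 and 12.71 in H10 and 7.68, 7.06 and 7.24 in C8 cells. The values of Il7r were more spread in H10 cells, at 7.79, 9.09 and 8.70, than in C8 cells, at 6.26, 5.98 and 6.20. For each of the 8 genes, all H10 arrays were above all C8 arrays; the genes had been picked as higher, and chance gives no overlap, in either direction, for 10% of genes.

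**Figure D3:**
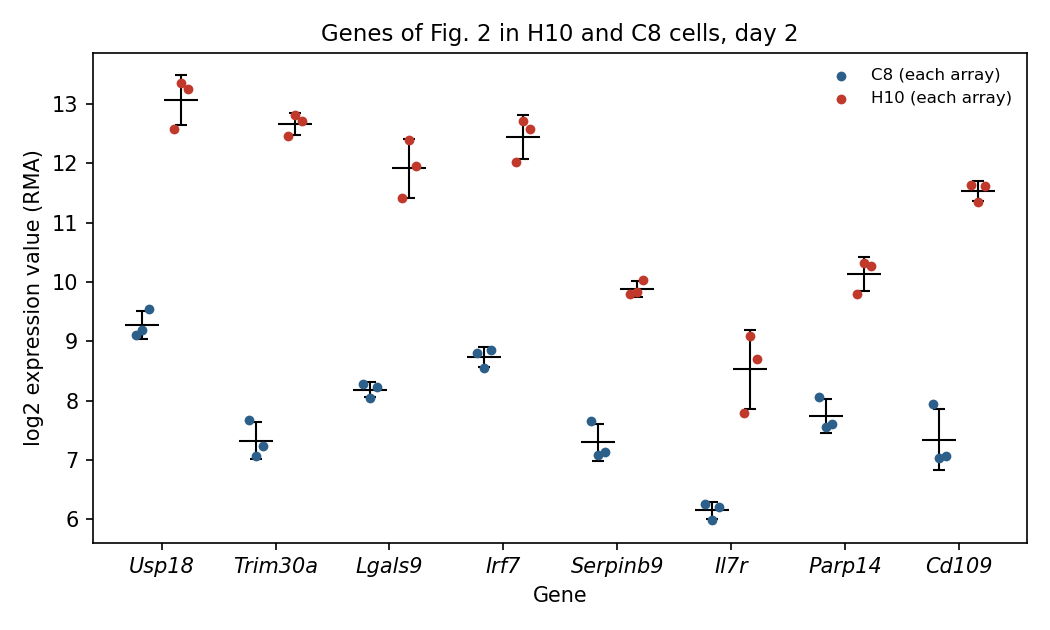
Log2 expression values of the 8 genes on each array of C8 and H10 cells, with the mean and SD of each line (n = 3). All 3 H10 arrays lie above all 3 C8 arrays for each gene.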

### CD109 expression is up-regulated throughout the days of OCG

After analyzing the microarray data, 8 genes not reported in the literature to be involved in OCG, were selected from the microarray data set and confirmation of mRNA expression was performed by RT-qPCR. Results from the RT-qPCR analysis showed that, of all the tested genes, CD109 was the only one that significantly increased its mRNA expression over the phase of OCG in cells including BMMs and RAW264.7 (n = 3, *P<0.05*) (Fig. 3A and 3B). RT-qPCR analysis of total RNA samples harvested from cells at the same differentiation stages showed that, CD109 mRNA expression level in the sRANKL-stimulated H10 cells at day 1, 2, 3 and 4 was significant higher than that of sRANKL-stimulated C8 and unstimulated original RAW264.7 cells (Fig. 3C). Interestingly, RT-qPCR also showed that, CD109 mRNA expression level in C8 cells not only less than that of the H10 cells, but also less than that of the original RAW264.7 cells, regardless of RANKL stimulation. Increased CD109 mRNA expression was seen only in sRANKL-stimulated H10 cells, but not in sRANKL-stimulated C8 cells and the unstimulated RAW264.7 cells during OCG (Fig. 3D). Confirmation of CD109 protein expression by Western blot analysis was performed in H10 and C8 cells (Fig. 4A) as well as in the original RAW264.7 cells (Fig. 4B) and primary bone marrow monocytes (Fig. 4C). It was found that CD109 protein expression was also increased during OCG in all tested cells (n = 3, *P<0.05*). That CD109 mRNA and protein expression were both demonstrated to be parallel to one another, and further since CD109 was expressed and transcribed in all cell lines as well as in primary murine BMMs, this underscores the rationale for choosing this molecule as the focus of this investigation.

**Figure 3:**
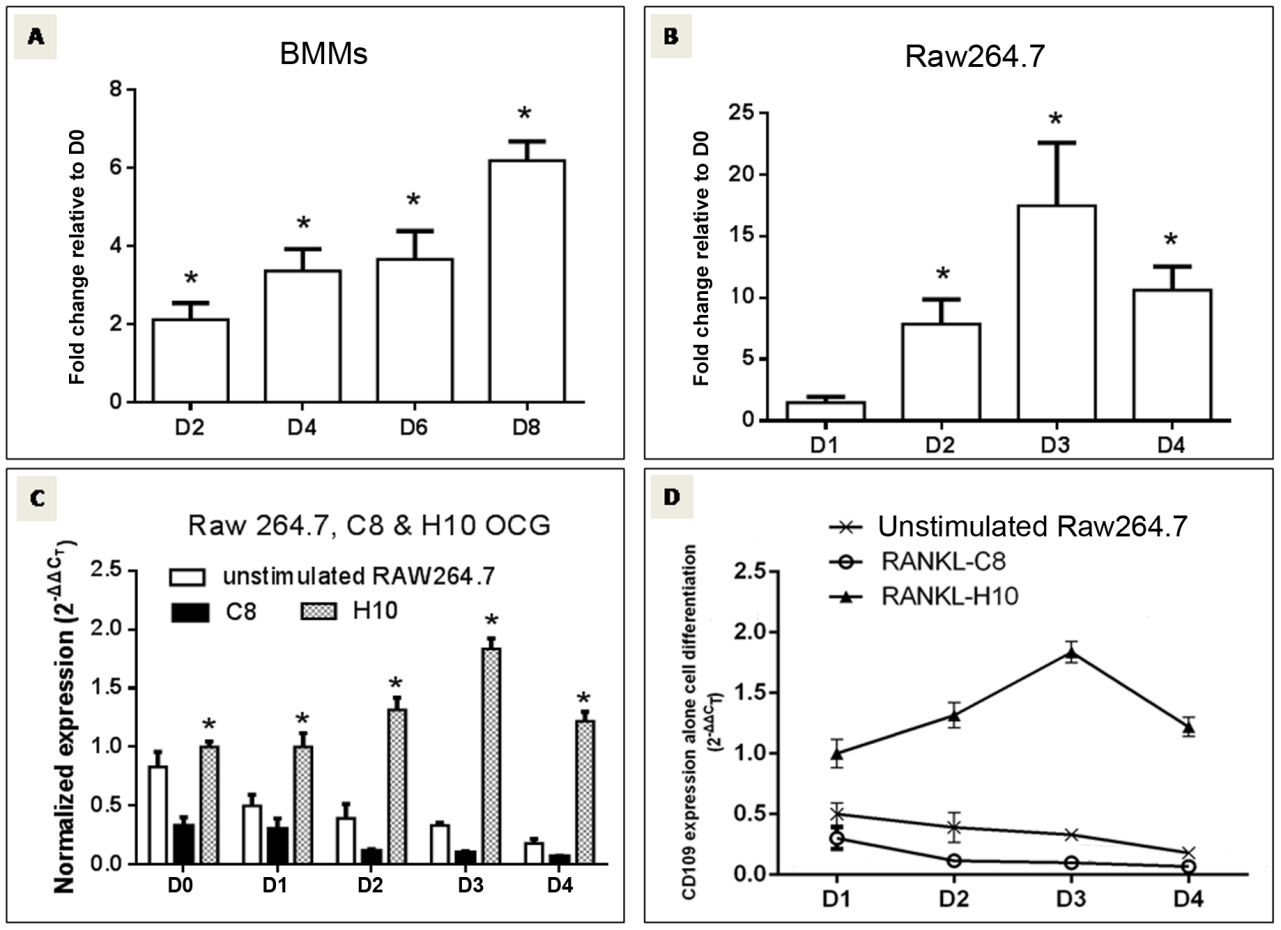
RT-qPCR confirming microarray results. Real-time qPCR analysis was used to quantify gene expression of osteoclast cultures at days 0, 2, 4, 6, 8 for BMMs (A); days 0, 1, 2, 3 and 4 for RAW264.7 cells (B) and day 0, 1, 2, 3 and 4 for H10 and C8 cells (C and D). Day 0 was used as the control in BMMs and RAW264.7 RT-qPCR. CD109 mRNA level in H10 and C8 cells, as well as in unstimulated RAW264.7 cells were expressed as normalized 2^-△△C^_T_. C8 cells were used as the control for H10 cells. There was a statistically significant increase of CD109 mRNA expression over the days of OCG in RAW264.7 and bone marrow monocytes as well as when comparing mRNA expression of CD109 in H10 cells *vs*. both C8 cells and unstimulated RAW264.7 cells at day 1, 2, 3 and 4 of OCG (n = 3, *P<0.05*). Note that CD109 mRNA expression level in C8 cells not only less than that of the H10 cells, but also less than that of the original RAW264.7 cells, regardless of RANKL stimulation (day 1–4 with RANKL, day 0 without RANKL stimulation).

**Figure 4:**
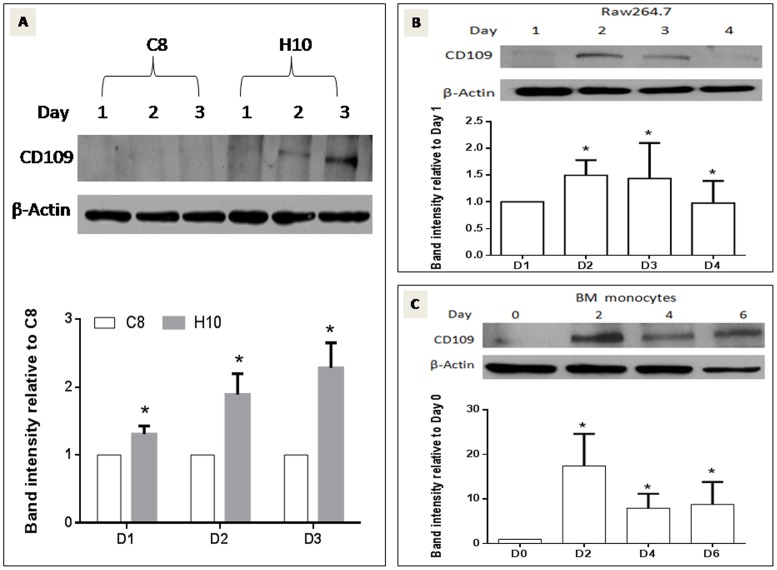
CD109 Protein expression over the days of OCG. Western blot analysis showing that CD109 protein expression is increased in the critical days of osteoclastogenesis in H10 cells, RAW264.7 cells and BMMs (n = 3, *P<0.05*). Band intensity of CD109 expression was normalized with β-actin. Band intensity of C8 cells was used as the baseline for 4A. Day 1 for 4B, and Day 0 for 4C.

### Fusion capacity of CD109 knockdown cells

Since CD109 was found to be up-regulated during the critical days of OCG, we wanted to characterize the role of this molecule in osteoclastogenesis. In order to do that, CD109 Knockdown cells were originated by using four different shRNA sequences separately and named as 94, 96, 97 and 99 according to the catalog number of each sequence. Once selection of KD cells was done by adding puromycin to the culture, we proceeded to confirm the percentage of CD109 protein knockdown within cells of each shRNA by performing Western blot analysis to assess protein levels of CD109. This revealed 52% of CD109 knockdown in the shRNA 94 cells, 64% of CD109 knockdown in the shRNA 96 cells, 70% of CD109 knockdown in the shRNA 97 cells, and 85% of CD109 knockdown in the shRNA 99 cells (Fig. 5). Because they had the lowest expression of CD109 protein, cells with shRNA 97 and 99 were used for further experiments and cells with a non-effective (scramble) shRNA cassette (shRNA 13) was used as the control.

**Figure 5:**
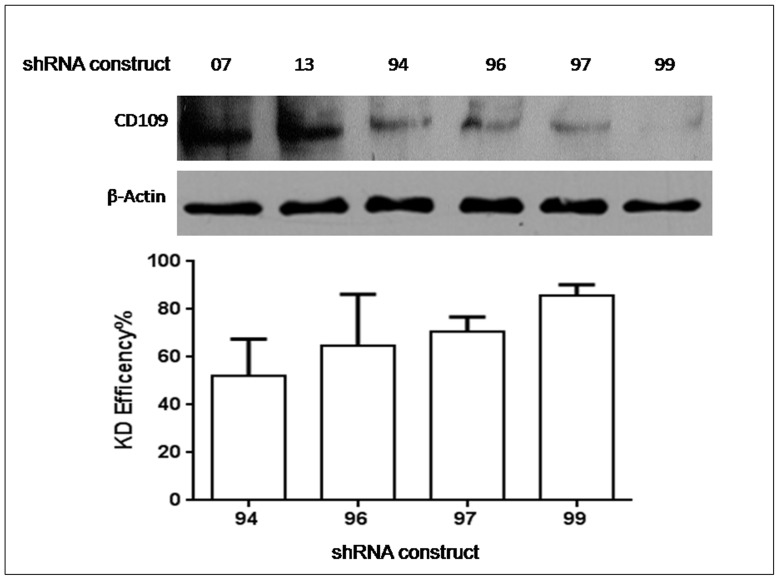
CD109 Knockdown cell lines. Western blot analysis was used to reveal the percentage of protein knockdown per construct used. β-actin was used as the internal loading control. CD109 protein expression in cells expressing a scrambled shRNA (shRNA construct 13) was used as the control. Quantification of the Western blot showed that the higher knockdown efficiency was observed in constructs 97 and 99 when compared to scramble control. Note that 07 is RAW264.7 cells stably transfected with the empty shRNA vector pGFP-V-RS, which was used to harbor gene specific shRNA to knockdown CD109.

CD109 KD cell lines were stimulated with sRANKL for 4 days. The last day of culture cells were fixed and TRACP stained. There was a significant decrease noted for fusion efficiency in CD109 KD 97 and 99 cells (18% and 3%) when compared to the control cells containing the scrambled shRNA (44%) (n = 3, *p*<0.05 (Fig. 6). Since cells that underexpressed CD109 were less capable of fusing, it was concluded that CD109 might be an important regulator of OCG.

**Figure 6:**
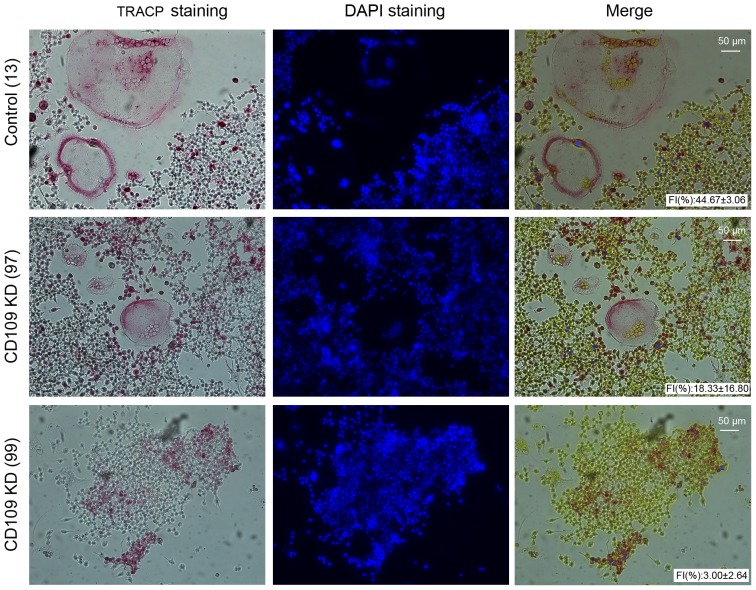
*In vitro* OCG with CD109 knockdown cell lines. RANKL-induced OCG *in vitro* experiments showed decreased fusion efficiency in CD109 KD cells when compared to the negative shRNA control. (n = 3, *P<0.05*).

## Discussion

OCG is a complex process that can be characterized by several different stages of development; stages that rely on the expression of a large number of biomolecules as well as interactions with other cell-types that have not been identified fully [39]. As shown by microarray analysis of pre-osteoclast cell lines during the early phases of OCG, we showed that CD109 was up-regulated in the osteoclastogenic cell line H10. This protein has only been identified recently and has been shown to have characteristics consistent with its being a TGF-β co-receptor. It has been demonstrated that CD109 is expressed and produced in activated platelets and T cells, endothelial cells, leukemic megakaryoblasts, and a subpopulation of CD34 expressing cells [13], [14], [15], [16], [17]. It is considered a marker of tumourigenesis since it has been found that it is overexpressed in several types of malignant cells [28], [40]. However, the expression of CD109 in osteoclasts has not been identified to date and represents a novel finding.

As described in the Introduction, osteoclast differentiation is initiated by simulation of their progenitor hematopoietic cells with M-CSF and RANKL followed by activation of other signaling proteins such as c-Src and Pyk2 [7], [41]. Previous studies have used large scale screening methods such as microarray to identify molecules expressed by RAW264.7 cells and several have focused on proteins participating in RANKL-induced OCG [42]. In order to identify molecules regulated by RANKL, Yang et al. performed microarray analysis in RAW264.7 cells after stimulation with RANKL for up to five days. A number of molecules were identified that appeared to be regulated quite substantially by RANKL induction. The investigators then divided these proteins into 5 different categories depending on their primary molecular activity [43]. The same group of researchers used high-density microarrays to examine gene expression changes in BMMs and RAW264.7 cells after stimulation, at different time-points (2 and 4 days), with sRANKL while using unstimulated cells as controls. After microarray data analysis and confirmation by RT-qPCR, it was found that a specific sequence, named OC-STAMP by the authors, is expressed at a very low level at baseline, while its expression was increased dramatically at both time points during OCG [44]. In the present study, microarray was used in order to determine whether there might be differences in gene expression between two cell types: H10 and C8 cell lines, during early stages of OCG. After two days of treatment with sRANKL (which would ordinarily induce OCG) it was found that the C8 cell line was incapable of fusing. In this manner it was shown that OCG does not occur in the C8 cell line even though it was derived from the osteoclastogenic RAW264.7 cell line and that its absence was associated with an inability of these cells to fuse into new osteoclasts. Alternatively, OCG was induced in the original RAW264.7 (not shown) and H10 cell lines. Subsequently, the C8 cells were used for control purposes (i.e. non-osteoclastogenic) in subsequent experiments that were designed to determine whether there were any unique gene expression patterns that might define cells with the ability to produce osteoclasts. Consistent with other studies, our data showed that genes involved in OCG and/or bone resorption such as cathepsin K, Oscar, GHR, TGF-βr1 and TNF receptor, were up-regulated greatly in the cell line with high fusion efficiency, H10. 

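Of 5 receptor genes for TNF-α, TGF-β and growth hormone, Tnfrsf1b and Tgfbr1 rose in H10 cells. Tnfrsf1b, which encodes TNF receptor 2, had a log2 value of 9.59 ± 0.08 (SD, n = 3) in H10 cells and 7.97 ± 0.03 (SD, n = 3) in C8 cells, a 3.09-fold difference (log2 fold change 1.63, standard error 0.07, adjusted p = 0.000303 from limma). Tnfrsf1a, which encodes TNF receptor 1, had a log2 fold change of 0.07 (standard error 0.08, adjusted p = 0.855). TGF-βr1 (Tgfbr1), the type I receptor, was 2.29-fold higher (log2 fold change 1.19, standard error 0.13, adjusted p = 0.0087), while the type II receptor gene Tgfbr2 had a log2 fold change of -0.61 (adjusted p = 0.11). The growth hormone receptor GHR (Ghr) had a log2 value of 9.69 ± 0.46 in H10 and 7.73 ± 0.68 in C8 cells, a 3.89-fold difference with a log2 fold change of 1.96 (standard error 0.37, adjusted p = 0.0611). Of 24 genes of the TNF receptor superfamily, 3 rose, 0 fell and 21 did not pass the test (6 rose and 0 fell when adjusted over the list alone; 8 and 1 at an unadjusted p under 0.05). The set test had an adjusted p = 0.00118 with a preset correlation, and an adjusted p = 0.198 with an estimated correlation. Besides Tnfrsf1b, Tnfrsf26 rose by 0.91 (adjusted p = 0.0113) and Tnfrsf23, a decoy receptor for TRAIL, by 0.67 (adjusted p = 0.0179). The paper names a TNF receptor from these arrays, which is not independent evidence, and without Tnfrsf1a and Tnfrsf1b, a choice made after seeing the data, the set test had an adjusted p = 0.0137, and an adjusted p = 0.319 with an estimated correlation. Of 26 ligands, receptors and signal transducers of TGF-β, 4 rose, 0 fell and 22 did not pass (4 rose and 3 fell when adjusted over the list alone; 5 and 4 at an unadjusted p under 0.05). Besides Tgfbr1, which the paper names, these were Cav2 and Cav1, which encode caveolins, the coat proteins of caveolae, with log2 fold changes of 1.66 (adjusted p = 0.002) and 1.15 (adjusted p = 0.00935), and Smurf1, a ubiquitin ligase that targets TGF-β receptors and SMADs, with 0.93 (adjusted p = 0.00554). The median of this list was -0.02, its mean, of the other sign, was 0.12, and its set test had an adjusted p = 0.426 in the upward direction. Smad3, which lies in a stretch of chromosome 9 that was lower in H10 cells, had a log2 fold change of -0.41 (adjusted p = 0.0972). Without C8 replicate 1 the adjusted p of Ghr was 0.0243 (0.0243 to 0.208 over the settings run for it). Without C8 replicate 2 that of Tgfbr1 was 0.0511 and that of Cav1 0.0521. The filter on dim features drops Cav1, which had a mean log2 value of 7.60 in H10 and 6.45 in C8 cells. Cav2 had a mean of 7.93 in H10 and 6.27 in C8 cells. Background was not measured, so the size of its rise is uncertain. With the replicate number fitted as a block, the adjusted p was 0.0545 for Tgfbr1, 0.058 for Cav1 and 0.0317 for Ghr. The rises of Tnfrsf26 and Tnfrsf23 did not pass without replicate 2 or 3 of either line, nor that of Tnfrsf23 without H10 replicate 1 (adjusted p = 0.0521 to 0.0894).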

Additional molecules were up-regulated including Trim30, Usp18 and CD109 (the gene of interest in this particular case), which have, as with CD109, also never been reported to be involved in OCG.

Given that microarray analysis can lead to false positive outcomes, other investigative tools were used to confirm findings demonstrated with this method of assessment. In this regard, measurement of mRNA and protein levels can be performed by RT-qPCR and Western blot, respectively [45]. RT-qPCR is commonly used as the primary validation tool to confirm changes in gene expression demonstrated initially with microarray analysis. Findings obtained by use of RT-qPCR analysis may differ from those produced by microarray analysis due to several factors including biological variability, the quality of RNA harvested from the target tissues or cells, efficiencies of reverse transcriptases and differences in normalization methods for the data produced with various methods of assessment [46], [47]. In the study mentioned above, Yang et al. used RT-qPCR to confirm results obtained with microarray and found that, although OC-STAMP was only up-regulated by 8-fold when measured using microarray the actual amount of up-regulation was in the range of 300-fold when the RNA was analyzed using RT-qPCR. It is also known that measures of gene expression alone do not necessarily mean that there will be concomitant changes in actual synthesis of the protein that is encoded by the mRNA of interest and so protein identification and quantitation is then required; often by use of Western blot analysis [44]. Hence others (Kim et al. 2011) used RT-qPCR and Western blot analysis to evaluate mRNA levels and protein levels of OC-STAMP in RANKL-stimulated BMMs and RAW264.7 cells [8]. In this study, RT-qPCR analysis was carried out for 8 of the genes that were found to be up-regulated in H10 cells, using microarray analysis. Using RT-qPCR analysis it was shown that mRNA for CD109 was expressed in increasingly greater amounts throughout the process of OCG in BMMs, RAW264.7 cells and the H10 cell line. In parallel to the findings demonstrated with mRNA it was also shown, using Western blot analysis, that the relevant proteins, and especially CD109 were produced in increasing amounts over the period of OCG in all of the cell lines that were tested (i.e. RAW264.7, BMMs and H10). Taken together the findings are consistent with the notion that the production of CD109 during OCG requires the presence and activity of RANKL.

In order to determine the role of specific genes that participate in cellular function, a method using shRNA produced inside of the target cells from a DNA construct can be used to interfere (i.e. *silence*) expression of the target mRNA. This is known as “knockdown” [42]. As an example of this, others have demonstrated that when lentiviral constructs expressing a specific shRNA sequence were introduced to BMMs, expression of the protein PARP-1 could be reduced substantially [48]. In light of these previous findings, it was thought that a similar approach could be used to elucidate, at least in part, the biological functions of CD109 in OCG by introducing shRNA sequences for this mRNA in order to develop stable CD109 knockdown cell lines. These cell lines were cultured with sRANKL and it was clear that even after 4 days of culture OCG was reduced/inhibited. These results suggest that CD109 may be an important regulator of osteoclast formation and that monocytes unable to express CD109 are less likely to fuse and form large multinucleated (or functional) osteoclasts.

More research needs to be conducted in order to determine the mechanisms by which CD109 affects OCG and whether expression of this molecule is affected by or has effects on expression of TGF-β in osteoclasts given the latter' important role in OCG. Notwithstanding the relative lack of knowledge about this recently discovered protein, it is possible to infer the function of CD109 by using data reported from other published studies. In relation to this, for example, it has been suggested that CD109 might be a co-receptor or decoy receptor for TGF-β that would otherwise bind to cell-associated TGF-β receptors [18], [20], [49]. Studies in human keratinocytes have demonstrated that CD109 promotes TGF-β binding to its receptors located in caveolae with further internalization of this complex, causing down-regulation of TGF-β signaling at the same time [18]. TGF-β plays an essential role in cellular differentiation as well as in OC formation [50], [51], [52], [53]. Its receptors (type I, II and co-receptors) can be internalized in two different ways; clathrin-coated pits and via the caveolae mentioned above. The clathrin-mediated pathway of internalization has been associated with Smad2/3 signaling and receptor recycling [54] while TGF-β receptor localization in caveolae has been associated with down-regulation of Smad2 and Smad3 signaling [18]. Yasui et al. (2011) reported a direct association between Smad2/3 and the TRAF6-TAB1-TAK1 molecular complex which is generated in response to RANKL stimulation and that, when TGF-β signaling was blocked, the TRAF6-TAB1-TAK1 complex cannot form. Moreover, when eliminating Smad3 signaling in osteoclast precursors using gene silencing (i.e. gene knockdown), a significant decrease in RANKL-induced osteoclast differentiation was observed. These authors concluded that the binding of Smad3 to the TRAF6-TAB1-TAK1 complex is crucial for RANKL-induced osteoclastogenic signaling [55]. Bizet et al. (2011) demonstrated that CD109 overexpression inhibits phosphorylation of Smad3 in a caveolin-dependent manner. It was suggested that inhibition of Smad3 by CD109 was due to the putative ability of CD109 to direct the TGF-β ligands to a compartment where their signaling is not effective [18]. When TGF-β signaling is down-regulated by CD109, subsequent inhibition Smad3 signaling occurs which might lead to a decrease in the formation of TRAF6-TAB1-TAK1 complexes. This could then lead to reductions in the formation of active osteoclasts (Fig. 7). According to our results, cells undergoing OCG express more CD109 than those that are inherently unable to form osteoclasts. The same reduction in OCG occurs when the expression of CD109 is reduced using gene silencing. These findings strongly suggest that CD109 plays a critical role in OCG and further that this is not likely related to or reliant upon the TGF-β signaling pathway.

**Figure 7:**
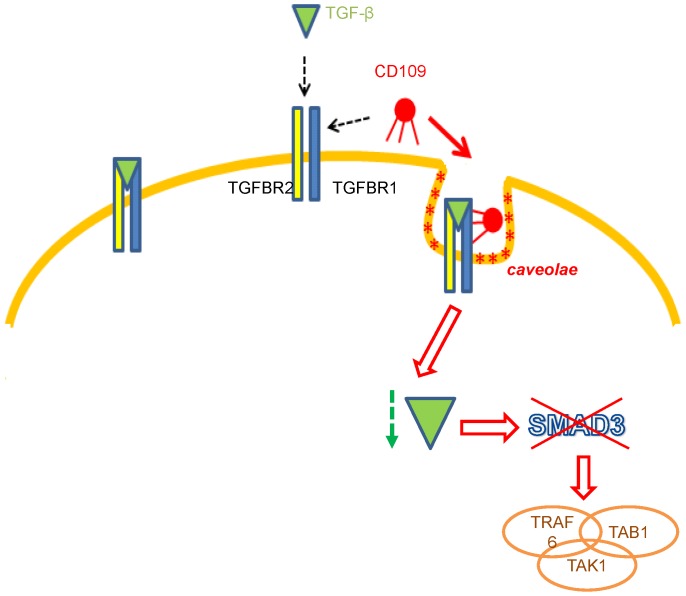
Schematic model of CD109 down-regulation of TGF-β. CD109 down-regulation of TGF-β signaling and inhibition Smad3 signaling, would cause a decrease in the TRAF6-TAB1-TAK1 complex formation resulting in a decrease in osteoclast formation. Up-regulation of CD109 showed an increase in OC formation suggesting that CD109 plays a role in OCG and it might be independent of TGF-β in osteoclasts.

In summary, the current study demonstrated that CD109 is expressed in monocytes undergoing RANKL-induced OCG *in vitro*. Moreover, when CD109 expression is suppressed, osteoclast formation *in vitro* decreases. This suggests that CD109 might be an important regulator of OCG and it appears that it affects this process independent of its proven relationship with TGF-β receptors. Further research is needed in order to characterize CD109 activity in the monocyte/macrophage linage as well as how the expression of this molecule could affect bone metabolism. In developing new treatments for management of diseases characterized by increases in osteoclast formation and/or activity, it is conceivable that, on the basis of the studies reported here, CD109 might represent a novel biotherapeutic target for the creation of new drugs designed to inhibit pathological osteoclast-mediated resorption of bone or other hard tissues. Indeed, regulation of the production of CD109 could be used to reduce OCG and pathological loss of bone, in a more effective and less problematic (i.e. side effects) manner than is available currently.

How the deposited data were processed for this re-analysis (not part of the article)

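Gene expression of H10 and C8 cells, both derived from RAW264.7 cells, was measured after 2 days with sRANKL at 60 ng/mL on Affymetrix mouse gene arrays, 3 for each line. The authors normalized the raw intensities with RMA, which corrects the background, equalizes the arrays and summarises the probes of each feature as a log2 value. The submitters' processing notes name Affymetrix Expression Console, and its version and the annotation release are not given in the sources used here. The values ranged from 2.91 to 14.7, were given to 2 decimals and had 0 missing entries among 35545 features. No pair of arrays held the same values; the share of features with identical values was 1.74% to 3.87%. The arrays were grouped by cell line as the labels and the paper name them.

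The table's annotation gave 1 gene symbol for 21781 features, several for 1621 and none for 12143. Only features with 1 symbol were counted as genes, which left some listed genes out of the counts, among them Isg15 and Gapdh. A feature's Entrez identifier was matched to the gene table of GRCm38.p6 for 21690 features, which changed 0 symbols. The annotation names no genome build, so the gene table was used for gene names and the order of neighbouring genes, and no coordinates are printed. Of 19930 genes, 999 had more than 1 feature, and the feature with the highest mean log2 value stood for the gene.

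H10 and C8 arrays were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes, two-sided, after the paper's methods. The fit had 4 residual and 2.57 prior degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over all 35545 features. The thresholds were an adjusted p under 0.05 and, for one pair of counts, a fold of 5 or more. No feature was filtered out. Exact permutation of 3 against 3 arrays cannot pass these thresholds. The gene lists were tested with camera at a preset correlation of 0.01, one feature per gene, with the Benjamini-Hochberg adjustment over 25 lists; camera with an estimated correlation and fry were run beside it.

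Before the data were examined, 18 lists were fixed from general knowledge and the paper's introduction: osteoclast differentiation and fusion, bone resorption, vacuolar ATPase subunits, negative regulators of osteoclast differentiation, interferon-stimulated genes, interferon ligands, receptors and sensors, antigen presentation by MHC class I, TGF-β ligands, receptors and signal transducers, TGF-β target genes, the α2-macroglobulin and complement family, the TNF receptor superfamily, macrophage identity, inflammatory cytokines and mediators, cell cycle, cholesterol synthesis, glycolysis, integrins and tetraspanins, and reference genes. A further 7 lists held markers of dendritic cells, B cells, T and NK cells, neutrophils, mast cells and basophils, fibroblasts and osteoblasts, and endothelial and epithelial cells. Named genes are those the paper names, the 15 largest rises and the largest falls past both thresholds with no overlap between the lines, up to 4 members of a list in each direction with the largest change past the test, and up to 2 chief members that did not pass. The paper's fold changes for its named genes had been seen when this rule was set. Genes next to Cd109, genes of the Y chromosome and other members were chosen after their values were seen.

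The alternatives fixed beforehand were leaving out each array in turn, the replicate number as a block, quantile normalization, median centring, a filter on features above the table median in at least 3 arrays (17939 features), the mean of all features of a gene, an intensity trend with a robust prior, the adjustment over 1 feature per gene, an FDR of 0.01, TREAT against a fold of 5, folds of mean linear values, lists without the members the study named, and an estimated correlation. The fit without the replicate 1 arrays of both lines, which stand apart on the second principal component, and every alternative for the stretch of chromosome 9 were added after seeing the data. The members the study named were first taken as 10 genes; Cd109, Serpinb9, Il7r, Ghr, Tgfbr1, Tnfrsf1a and Tnfrsf1b, which the paper also names from these arrays, were added to them after seeing the data, and the text leaves out all 17. Running medians along each chromosome took 41 neighbouring genes brighter than the table median.

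On simulated data with the same number of features and arrays, 95% of 2-fold changes and 100% of 7-fold changes were recovered, and 5.19% of the calls were features that had not been changed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.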

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

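The interferon-stimulated list and its test without the members the study named were planned; the tests that weigh explanations for it, all tests on the stretch of chromosome 9 and the genes of the Y chromosome were chosen only after these results were seen.

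Interferon-stimulated genes that the paper does not name were higher in H10 cells: of 36 measured, 30 rose, with a median log2 fold change of 1.59, a range over the 36 of 0.14 to 3.84 and a set test in camera at an adjusted p = 8.17e-65 with a preset correlation and an adjusted p = 0.147 with an estimated correlation. Markers of 7 other cell types had a highest list median of -0.015, and of 54 markers 0 passed the test in limma in either direction (1 higher and 5 lower at an unadjusted p under 0.05; the highest, Dcn, had a log2 fold change of 1.48 with an adjusted p = 0.074), which speaks against RNA from those cells as the source. Whether more interferon transcript in H10 cells lies behind it cannot be told apart from no change, since Ifnb1, Ifna2 and Ifna4 had log2 fold changes of 0.0933, -0.0867 and -0.0433 and were all dimmer than the table median. Whether these genes differed between the lines before sRANKL was not tested, since all 6 arrays came from cells given sRANKL; by RT-qPCR the paper reports that CD109 alone, of 8 genes that include Usp18, Irf7, Trim30, Lgals9 and Parp14, rose significantly during OCG in RAW264.7 cells and BMMs. Both lines were made by viral transduction according to the paper, and whether that bears on these genes was not tested.

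A stretch of chromosome 9 was lower in H10 cells. It held 205 neighbouring genes brighter than the table median, from Kmt2a to Mto1, in the gene order of GRCm38.p6. Brightness is not a test of expression, and the stretch includes Cd3e, a T cell marker, with a log2 fold change of -0.02. The median log2 fold change of the stretch was -0.35 (median of the other chromosomes -0.02), and 63 of its genes were lower and 3 higher by limma. The count of 63 was smaller without H10 replicate 2 or 3, where 59 and 40 genes in all were lower. The stretch's median against the other chromosomes stayed at -0.30 to -0.34 with 1 array left out. When the stretch was bounded on every other gene, the 99 left-out genes inside it had a median of -0.37, and 90.9% of them were below 0 (58.4% on the other chromosomes). The tables speak against a shift that depends on the expression level (the lowest median of 10000 lists of other chromosomes matched on level was -0.07), against a single deviating array (every C8 array lay above every H10 array, by 0.297 or more in the mean over the stretch) and against a chance order of genes (permutation p = 0.001, the smallest that 1000 shuffles can give). A difference in DNA copies of this stretch between the clones and silencing across it cannot be told apart here, since both would put most left-out genes below 0, no DNA was measured, and a gain in C8 and a loss in H10 cells would look alike. Cd109 lies just past the stretch, with Eef1a1 (log2 fold change -0.10) and Slc17a5 (0.00) between it and Mto1 (-0.62), and its own change is in the opposite direction. On the far side of Cd109, Cox7a2 and Tmem30a had log2 fold changes of -0.16 and -0.27 (adjusted p = 0.358 and 0.0826). The stretch was bounded by a running median of 41 genes at -0.2, so its end is not resolved to single genes.

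Other signals lay in genes for which the paper gives no array values. Zfp991 and Npl, the 2 genes lower by 5-fold or more, had log2 fold changes of -2.79 and -2.63. Zfp991 was dim in H10 cells, with a mean log2 value of 4.81, and is dropped by the filter on dim features. Cav2 and Cav1, genes of caveolins, a protein family that the paper's discussion takes up, had log2 fold changes of 1.66 and 1.15. Cav2 had a mean of 6.27 in C8 cells, under the lower quartile of each C8 array (6.34 to 6.42). Background was not measured, so the size of its rise is uncertain. Cav1 was dimmer than the table median on 5 of the 6 arrays and is dropped by the filter on dim features. Cav1 did not pass the test without C8 replicate 2 (adjusted p = 0.0521), and its highest adjusted p over the settings run for it was 0.058. On the Y chromosome, Eif2s3y and Uty were higher by 0.65 (adjusted p = 0.00545) and 0.61 (adjusted p = 0.0115), and Kdm5d and Sry had log2 fold changes of 0.64 (adjusted p = 0.0952) and -0.0033 (adjusted p = 0.996).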

How the results depend on the processing

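The fit without the replicate 1 arrays of both lines was chosen only after the data were seen. The 41 genes higher by 5-fold or more became 31 to 43 with 1 array left out, 39 with the replicate number as a block and 38 to 44 under the other alternatives except the FDR of 0.01 and TREAT, where they became 37 and 1; TREAT against a fold of 5 left 0 of the genes lower by 5-fold or more, of which the filter on dim features, which drops Zfp991, left 1 (2 or 3 under the others). Genes higher with no limit on the fold numbered 152 to 346 with 1 array left out, 225 with the block and 305 to 516 otherwise. Genes lower numbered 40 to 126 with 1 array left out, 71 with the block, 423 with the filter on dim features, which tests fewer features, 78 without the replicate 1 arrays of both lines and 155 to 303 otherwise. Fits with fewer arrays have fewer degrees of freedom; otherwise the cause was not tested. No result past the test changed direction under these alternatives.

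With an estimated correlation in camera, the 9 lists past the test no longer passed. The adjusted p was 0.141 for interferon-stimulated genes, osteoclast differentiation and fusion, bone resorption, MHC class I and inflammatory mediators. It was 0.198 for vacuolar ATPase subunits, the TNF receptor superfamily and macrophage identity, and 0.842 for cholesterol synthesis. The estimated correlation was -0.034 for inflammatory mediators, under the preset 0.01. A higher correlation between genes therefore does not account for the loss of that list. For the rest of the 9 lists the estimate was above the preset value, from 0.026 (macrophage identity) to 0.845 (cholesterol synthesis). With 1 array left out, the adjusted p of cholesterol synthesis was 1.37e-05 to 0.667 (0.667 without H10 replicate 1 and 0.0622 without C8 replicate 1); it did not pass without the replicate 1 arrays of both lines either (0.735), nor did the TNF receptor superfamily there (0.0591). Without C8 replicate 1, and without the replicate 1 arrays of both lines, integrins and tetraspanins passed (0.0300 and 0.0332; 0.0300 to 0.226 with 1 array left out), as did interferon ligands, receptors and sensors (0.0281 and 0.0332; 0.0281 to 0.832 with 1 array left out). The filter on dim features left 19 lists to test.

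Of 54 named genes past the test, 31 passed it under every alternative run for them. Cd109 was among them, at a log2 fold change of 4.04 to 4.49 (adjusted p = 0.000721 to 0.0105). Among the paper's genes, the highest adjusted p with 1 array left out was 0.122 for Ocstamp, 0.0817 for Il7r, 0.119 for Sirpa, 0.191 for Src, 0.0586 for Atp6v0d2 and 0.0511 for Tgfbr1, and Src did not pass with median centring either (0.0722). Without the replicate 1 arrays of both lines, 6 named genes no longer passed, and Ghr passed (0.0363). The 6 were Atp6v0d2 (0.0506), Ckb (0.0555), Cx3cr1 (0.102), Atp6v1g1 (0.0801), Fcgr3 (0.0922) and Msr1 (0.0709). With the replicate number as a block, 13 named genes no longer passed, and Ghr passed (0.0317). Among the 13 were the paper's genes Tgfbr1 (0.0545), Il7r (0.0557) and Src (0.103). Cav1 (0.058), Irf1 (0.0507), Atp6v1g1 (0.0671), Psmb8 (0.0795), Psmb10 (0.0966) and Psme2 (0.0643) were also among them. The rest were Atp6v1c1 (0.0694), Clcn7 (0.0860), Erap1 (0.133) and Msr1 (0.0663), which the text names only in this section. With median centring, 4 named genes no longer passed: Src, Psmb10 (0.0501), Atp6v1c1 (0.0528) and Erap1 (0.0782). Over bright features, the deviations of H10 and C8 arrays from their line's mean correlated at 0.25, 0.04 and 0.01 for replicates 1, 2 and 3, at 0.20 for H10 replicate 2 with C8 replicate 3 and at 0.18 for H10 replicate 3 with C8 replicate 2, so the arrays may share structure across the lines that the numbers of replicates 2 and 3 do not follow. Over the 10 splits of the 6 arrays into 3 and 3, the real one gave 41, 2, 369 and 208 genes, as 1 split of the 10 each time, and the highest count of the others was 0; the splits are too few for a share under 0.05. Background was not measured here; in the stretch of chromosome 9, 135 genes under the table median had a median log2 fold change of -0.03.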

Differences from the paper's values

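Of 14 values the paper states for these arrays, 13 fold changes and a count of genes, none differed from the value here by over 1.5 times; the paper's folds were 0.83 to 1.01 times those computed here. With folds of mean linear values, an alternative set before the data were examined, OC-STAMP was 6.02-fold higher, the paper's value (6.45 from mean log2 values), and CD109 17.6-fold (18.3 from mean log2 values, the paper's value 17), and 9 of the 13 lay closer to the paper's values than folds of mean log2 values did. The other 4 lay farther: Prdm1, Lgals9, Irf7 and Il7r, at 6.29, 13.8, 13.3 and 5.54. Their folds from mean log2 values were 6.20, 13.3, 13.1 and 5.21, and the paper's values 6.22, 13, 13 and 5. The paper gives Usp18, Trim30, Parp14 and Irf7 as whole numbers to which both folds round. For these genes, which fold lies closer is within the paper's rounding. Of the alternatives for the paper's count of 42 genes at its stated thresholds (here 41 genes with 1 symbol, or 44 features, 3 of them without 1 symbol; the paper's text does not say which it counted), TREAT alone gave a count over 1.5 times away, at 1.

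The paper states that GHR was greatly up-regulated in H10 cells. Here Ghr was 3.89-fold higher with an adjusted p = 0.0611. It passed the threshold of 0.05 without C8 replicate 1 (adjusted p = 0.0243) and with the replicate number as a block (0.0317). It also passed with an intensity trend and robust prior (0.0469) and with the adjustment over 1 feature per gene (0.0445). These alternatives were set before the data were examined. Under the other alternatives run for Ghr it did not pass, and the adjusted p reached 0.208. The filter on dim features was run for counts and lists, not for single genes. Ghr also passed without the replicate 1 arrays of both lines (0.0363), a fit chosen after seeing the values. Of the other genes in that statement, Ctsk, Oscar and Tgfbr1 were higher and passed the test, Tgfbr1 not without C8 replicate 2 (adjusted p = 0.0511) or with the block (0.0545). The paper names a TNF receptor without saying which: Tnfrsf1b was 3.09-fold higher (adjusted p = 0.000303) and Tnfrsf1a had a log2 fold change of 0.07 (adjusted p = 0.855).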

Other observations

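The gene lists were fixed beforehand, and no test here was chosen after its result was seen. Genes of antigen presentation by MHC class I were higher in H10 cells: of 11 measured, 6 rose, 0 fell and 5 did not pass the test in limma (9 rose and 0 fell when adjusted over the list alone, as at an unadjusted p under 0.05), with a set test at adjusted p = 1.48e-13 in camera and an adjusted p = 0.141 with an estimated correlation. Psmb8 and Psmb10, subunits of the immunoproteasome, rose by 1.00 and 0.64 on the log2 scale (adjusted p = 0.0274 and 0.025), and Psme2, a proteasome activator, rose by 0.68 (adjusted p = 0.0115); these did not pass without replicate 2 or 3 of either line, nor Psmb8 and Psmb10 without H10 replicate 1 (adjusted p = 0.0538 to 0.124). With the replicate number as a block, Psmb8, Psmb10 and Psme2 did not pass either (adjusted p = 0.0795, 0.0966 and 0.0643). Psmb10 also did not pass with median centring (adjusted p = 0.0501). Psmb8 is also in the interferon-stimulated list. Of 20 macrophage genes, 3 rose, 1 fell and 16 did not pass (6 and 1 when adjusted over the list alone), with an adjusted p = 0.00533 for the set and an adjusted p = 0.198 with an estimated correlation. Adgre1, a marker of mature macrophages, rose by 2.02 (adjusted p = 0.00114), Csf1r, the M-CSF receptor, had a log2 fold change of -0.09 (adjusted p = 0.653), and Cx3cr1, the fractalkine receptor, fell by 1.21 (adjusted p = 0.0153), a fall that did not pass without H10 replicate 3 or C8 replicate 2 or 3 (adjusted p = 0.0759 to 0.079). Of 18 inflammatory genes, 1 rose, the chemokine gene Ccl2 (log2 fold change 1.55, adjusted p = 0.00528), 0 fell and 17 did not pass (2 and 0 when adjusted over the list alone; 5 and 0 at an unadjusted p under 0.05), with an adjusted p = 0.000788 for the set and an adjusted p = 0.141 with an estimated correlation. Tnf and Il6 had log2 fold changes of 0.01 (adjusted p = 0.986) and -0.03 (adjusted p = 0.947). Of 17 subunits of the vacuolar ATPase, the proton pump that acidifies the resorption pit, 3 rose, 0 fell and 14 did not pass (11 rose and 1 fell when adjusted over the list alone, as at an unadjusted p under 0.05). The set test over the subunits had an adjusted p = 2.24e-10, and an adjusted p = 0.198 with an estimated correlation, and Atp6v1g1 rose by 0.48 (adjusted p = 0.0125), which did not pass without replicate 2 or 3 of either line (adjusted p = 0.0546 to 0.0852). With the block, the rise of Atp6v1g1 did not pass either (adjusted p = 0.0671). By fry, which tests whether a list moves 1 way, the adjusted p was 0.00598 to 0.0211 for the 8 lists that camera called higher. It was 0.373 by fry for cholesterol synthesis.

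Of 14 negative regulators of osteoclast differentiation, 1 rose, the inhibitory receptor gene Lilrb4a (log2 fold change 1.05, adjusted p = 0.00126), and 1 fell, the repressor gene Bcl6 (-0.83, adjusted p = 0.0151, not past the test without any 1 array except C8 replicate 1), and the set had an adjusted p = 0.977 (3 rose and 4 fell when adjusted over the list alone). Among 25 interferon ligands, receptors and sensors, Tlr3, a sensor of double-stranded RNA, rose by 1.82 (adjusted p = 0.002) and Irf1 by 0.78 (adjusted p = 0.019, not past the test without any 1 array except C8 replicate 1; 0.38, still past it, as the mean of all its features), 0 fell (2 and 1 when adjusted over the list alone; 2 and 3 at an unadjusted p under 0.05), and the set had an adjusted p = 0.371, which was 0.0281 without C8 replicate 1. With the replicate number as a block, Irf1 did not pass either (adjusted p = 0.0507). In 12 TGF-β target genes, Bhlhe40 rose by 1.20 (adjusted p = 0.00859, and 0.0504 without C8 replicate 2) and 0 fell (1 and 1 at an unadjusted p under 0.05 and over the list alone), with an adjusted p = 0.701 for the set. In 25 integrins and tetraspanins, Itgb7 rose by 1.06 (adjusted p = 0.00354) and Cd81 fell (3 rose and 1 fell when adjusted over the list alone), with an adjusted p = 0.0998 for the set, which was 0.0300 without C8 replicate 1. None of 13 cholesterol synthesis genes passed, over all features or adjusted over the list alone (0 higher and 2 lower at an unadjusted p under 0.05), with a median of -0.19 and an adjusted p = 0.00761 for the set in the downward direction, which was 0.842 with an estimated correlation, 0.667 without H10 replicate 1 and 0.0622 without C8 replicate 1.

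None of 20 cell cycle genes (0 higher and 0 lower at an unadjusted p under 0.05), 11 glycolysis genes (0 and 1) and 8 reference genes (1 and 0) passed in limma, also when adjusted over each list alone, and these sets had an adjusted p = 0.977, 0.833 and 0.46. The marker lists of dendritic cells, B cells, T and NK cells, neutrophils, mast cells and basophils, fibroblasts and osteoblasts, and endothelial and epithelial cells held 0 genes past the test (1 higher and 1 lower, both of fibroblasts and osteoblasts, when adjusted over each list alone) and had median log2 fold changes of -0.04, -0.02, -0.02, -0.08, -0.02, -0.08 and -0.02, with an adjusted p = 0.511 or more for each set. The median and mean differed in sign for negative regulators (0.02 and -0.03), interferon ligands, receptors and sensors (-0.01 and 0.08), cell cycle (0.0017 and -0.02) and fibroblasts and osteoblasts (-0.08 and 0.09), none of which passed the set test with all arrays. The first principal component, 41.9% of the variance, separated the lines, and the second, 22.2%, separated replicate 1 of both lines from replicates 2 and 3.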
